A study of Oryza sativa with 10 samples. Its data were reported in "Altered chromatin accessibility in light and hormone responses of rice seedlings" (2025).

How the data were processed

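Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters, in seedlings of rice (Oryza sativa). Per the labels, 10 peak lists fell into 5 groups of 2: seedlings kept in the dark, seedlings moved from dark to light for 8 h or for 24 h, and seedlings treated with abscisic acid (ABA) or with indole-3-acetic acid (IAA, an auxin). According to the methods of the study, the hormones were sprayed shortly before the 24 h time point, so both hormone groups were compared here with 24 h of light. The methods do not name the reference of the hormone comparisons of the study. A mock spray was also part of the experiment; it was not analysed here, so the hormone comparisons do not separate the hormone from the spray.

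The authors trimmed the paired-end reads at the 3′ end, aligned them with Bowtie2 to the MSU7.0 rice genome, filtered them with SAMtools for mapping quality and duplicates, and called peaks with MACS2 in each library. The seedlings were of an indica cultivar, while MSU7.0 is a japonica genome. No shift of the reads for the Tn5 cut was described. The deposited lists give, for each peak, its position, a score, the fold over background at the summit (a ratio), the −log10 of a p-value, the −log10 of a q-value and the summit. The score in the deposited lists was the −log10 q-value on a larger whole-number scale and was not used. The peak totals that the study gives for its libraries equal those of the deposited IAA lists and differ from those of the dark, light and ABA lists, and the order of dark and 24 h differs too. The dark, light and ABA lists are therefore not shown to be the calls behind the counts of the study. The lowest deposited −log10 q-value was between 2.00 and 2.06 in every list. These peak values are the authors' own and were used within a list to describe, rank or filter peaks, and to solve for the pileup described next.

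MACS2 writes the fold as the pileup plus 1 over the background plus 1, and the p-value as a Poisson tail of the same pileup and background. Each pair of deposited fold and −log10 p-value was therefore solved for a whole-number pileup, meaning the number of tags over the summit, and its local background. All 200537 peaks of the 10 lists were solved, with a largest error of 0.000203 in −log10 p. On simulated peaks with known pileups, 100% of 4795 pileups were recovered. In each list the local background moved in even steps above a common floor, so that 1 background unit had a fixed size, called here the relative library size. At 19237 pairs of summits that fell on one base in lists of different groups, the background in these units was the same at all 19237. Of these, 11355 lay above the floor. The 10 lists had thus been called against one common control track, scaled to each library. The methods of the study name no control for the ATAC-seq calls, and what the control track was is unknown. The relative library size is a ratio to that control and gives no number of reads. The absolute depth of the libraries is unknown.

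Sites were the merged peaks of all 10 lists, with an overlap of at least 1 bp. A site was gained when both lists of a group had a peak there and neither list of the reference group had one, and lost in the converse case. The calls of the study rested on reads and a fold limit, which peak lists do not hold. Its methods name the R package DiffBind for differences and a reproducibility filter for peaks shared by the replicates. On simulated lists of 4000 sites, all 200 planted gains and all 200 planted losses were recovered. This checks the code only, because planted sites were removed outright and no counting noise or calling threshold was simulated. Similarity of lists was the Jaccard index, the shared base pairs over the base pairs in either list. At sites where a pair of lists each had a single peak, the pileups were compared by chi-square per site after scaling to equal totals, and the distance between summits was taken. Simulated lists that shared a known percentage of their tags gave the values to compare with. Shares of sites carry a 95% Wilson interval, which covers counting error and not differences between plants or libraries.

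The tests, samples and alternatives were fixed before the data were examined. Exact permutation tests across the groups had been planned with the list as the unit. The 2 lists of each group then proved to share most of their tags, so they were counted as 1 sample per group, the planned tests were left out, and no p-value or SD is given. Peaks of different groups are therefore compared as single samples with no replicate check. Alternatives were a stricter −log10 q of at least 5, lists of equal length, other rules for overlap and presence, sites merged from the 4 lists of a comparison, summits matched within 200 bp, and each list left out in turn. Added later were a common relative height, a cover of at least 50% of the site, and presence in either list. For the common relative height, each pileup was divided by the median pileup of its list over sites called in all 10 lists, and a peak was kept if its height would have passed the calling threshold of every list at that background. The median was also replaced by the mean and by the median over the strongest 25% of those sites. To ask how many sites counting noise would lose, the pileups of a group were redrawn 100 times from a Poisson distribution after scaling to the other group, either by the relative library size or by the median pileup at shared sites.

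The sites to be named were, for each comparison and direction, the 2 with the highest mean within-list percentile of −log10 q. No genome or annotation of MSU7.0 was used here, so promoter shares, gene sets, motifs and the genes next to sites were not analysed here, and a gene list of another assembly was not used to place sites. The peak names inside the lists of 8 h, 24 h and IAA carry other library numbers than the labels (3 and 4, 4 and 5, and 5 and 6), while those of dark and ABA carry 1 and 2. Coordinates are in MSU7.0, counted from 1. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.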

Results

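ATAC-seq peak lists of rice seedlings were compared to ask how chromatin accessibility differed after the move from dark to light and after treatment with ABA or IAA. There were 2 lists in each of 5 groups. The lists held from 12659 peaks in an ABA list to 25302 peaks in a dark list. These are the totals of the deposited lists, which outside IAA differ from the totals of the study. Median peak widths lay between 197 and 209 bp, and no peak was narrower than 100 bp. The median fold over background, as the authors' peak caller gave it, ranged from 3.65 in an ABA list to 4.88 in a dark list. The relative library size, a measure of depth against the common control of the calls, averaged 0.525 in the dark, 0.692 at 8 h, 0.701 at 24 h, 0.690 with IAA and 0.908 with ABA. The lists with the fewest peaks thus had the largest library size.

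The 2 lists of a group were first compared with each other. Their pileups differed by less than the sampling noise in all 5 groups. The chi-square per shared site was 0.0792 in the dark, 0.056 at 8 h, 0.0697 at 24 h, 0.0114 with ABA and 0.0872 with IAA. Across the 40 pairs of lists from different groups it lay between 0.571 and 1.05. Simulated lists with no tags in common gave 0.811, and simulated lists with 90% of their tags in common gave 0.0915. Summits fell on the same base at 43.7% of shared sites in the dark, 51.5% at 8 h, 46.0% at 24 h, 81.3% with ABA and 39.1% with IAA, against 2.87% to 3.74% for lists of different groups. In the simulation these shares were 2.297% with no common tags, 36.4% with 80%, 57.6% with 90%, 75.5% with 95% and 93.9% with 99% common tags. By identical summits, the dark, 8 h, 24 h and IAA lists lay between 80% and 90% common tags, a lower estimate than by chi-square. The lists of a group were therefore counted as 1 sample (n = 1 per group), their mean is given, and no difference between groups below has a replicate check. The methods of the study describe 2 biological replicates. The sharing of tags was seen in the deposited lists and is not shown for the reads of the study.

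**Figure D1:**
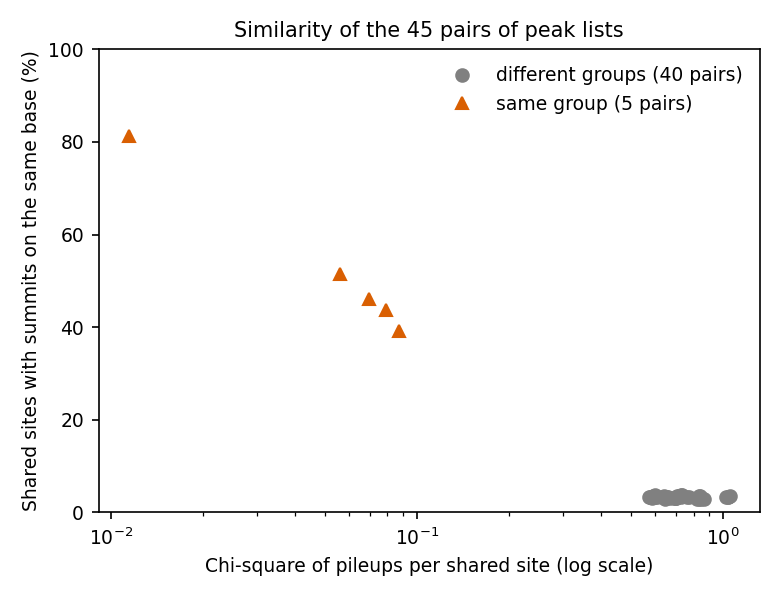
Each point is a pair of peak lists, with the chi-square of pileups per shared site on the x axis (log scale) and the percentage of shared sites whose summits fell on the same base on the y axis. The 5 pairs within a group (triangles) lie at 0.0872 or lower and at 39.1% or higher, apart from the 40 pairs of different groups (circles).

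Concordance of called sequence followed the same division. The Jaccard index lay between 0.816 and 0.923 within groups and between 0.422 and 0.607 across groups. The mean difference was 0.326. With the share of peaks of the shorter list in place of the Jaccard index, the difference was 0.0943, the alternative that moved it most. Between groups, the mean index was highest for 8 h and 24 h of light, at 0.602, and lowest for dark and ABA, at 0.435.

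The number of peaks and the covered length were compared across groups. The dark lists averaged 24726 peaks over 6.12 Mb. The 8 h lists averaged 20212 peaks over 5.26 Mb, and the 24 h lists 18928.5 peaks over 4.86 Mb. ABA lists averaged 12968.5 peaks over 3.24 Mb, and IAA lists 23433.5 peaks over 5.94 Mb. The mean peak length was between 248 and 260 bp in all groups, so the covered length moved with the number of peaks. The spread from the highest to the lowest group was 11757.5 peaks and 2.89 Mb. With a −log10 q of at least 5, the spread was 10899 peaks. With all lists cut to the 12659 strongest peaks, the spread in covered length was 0.803 Mb. Per step from dark to 8 h to 24 h, the number of peaks fell by 2898.75 and the covered length fell by 0.629 Mb. The 2 lists of one group differed at most by 1635 peaks, at 24 h. That difference is between lists that share most of their tags and does not measure the spread between plants.

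**Figure D2:**
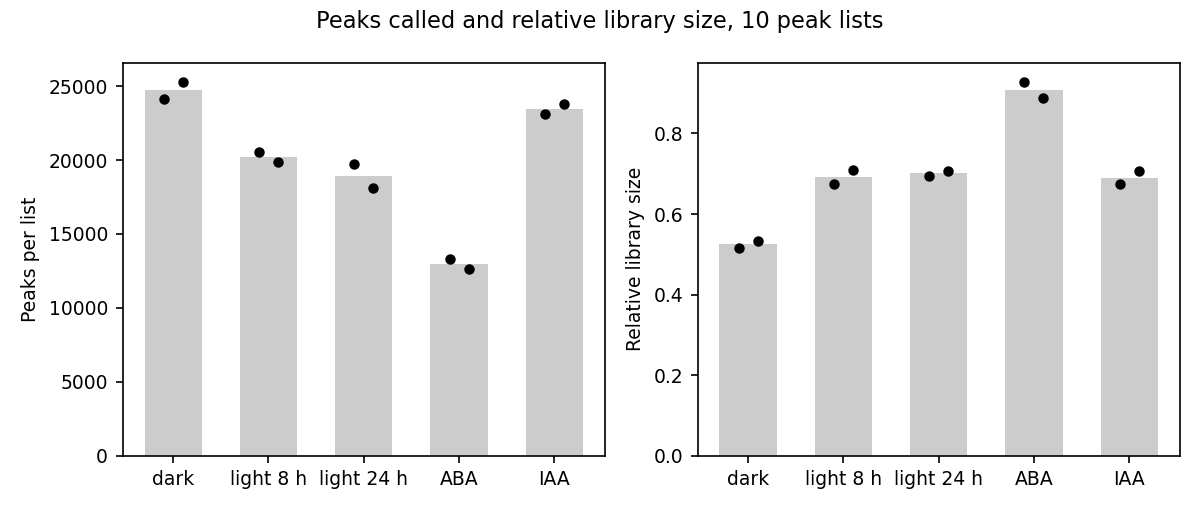
Bars give the mean of the 2 lists of each group and points give the lists, for the number of peaks (left) and the relative library size (right, no unit). Peaks ranged from 12659 to 25302 per list, and the ABA lists had both the fewest peaks and the largest library size, 0.888 and 0.929.

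Merging the peaks of all lists gave 33382 sites with a median width of 232 bp. Of these, 9508 sites (28.5%) were called in all 10 lists. The median pileup at these shared sites was similar in all groups, with group means of 30.5 tags in the dark, 32 at 8 h, 31 at 24 h, 28.5 with ABA and 34 with IAA. It did not follow the relative library size: the ABA lists had 1.30 times the library size of the 24 h lists and 0.919 times their pileup at shared sites. The background that a peak had to pass rose with the library size. At the floor of the background, a call needed 11 tags in the dark lists, 13 to 14 in the light lists, 13 in the IAA lists and 16 in the ABA lists.

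The first comparison asked which sites opened or closed within 8 h of light. Against the dark, 2065 sites were gained and 5635 were lost, while 15761 sites were called in both lists of both groups. Lost sites were 73.2% of the changed sites (95% Wilson interval 72.2% to 74.2%) and 24.97% of the sites of the dark lists. The other 2 ways to divide these 4 lists gave between 38 and 66 sites, a reference that is low because the lists of a group share tags. At a common relative height, 2930 sites were gained and 2905 lost, so that lost sites were 49.8% of the changed sites. With the scale of that height set in 3 ways, the share was between 47.0% and 54.5%, on both sides of an even split. The alternative that moved the counts most asked for a peak in the top 50% of its own list, which left 253 gained and 1002 lost sites.

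From 8 h to 24 h of light, 2004 sites were gained and 3094 lost, with 14375 kept. Lost sites were 60.7% of the changed sites (59.3% to 62.0%). At a common relative height the share was 55.0%, and it was between 55.0% and 64.1% over the 3 scales, on both sides of the share from the deposited calls. Gained sites numbered 3075 without the second 24 h list, but leaving out any list loosens the rule and raised every count of sites. The net comparison of 24 h of light with the dark gave 1357 gained, 5927 lost and 15127 kept sites. Lost sites were 81.4% of the changed sites (80.5% to 82.2%). The common relative height gave 2313 gained and 2747 lost sites, and the share was 54.3%, with a range of 54.3% to 63.3% over the 3 scales. Without the second 24 h list, and so by a looser rule, the gained sites numbered 2156.

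Over the 3 light groups, 13405 sites were called in both lists of each group. A further 3927 sites were called in the dark lists and in no light list, 1523 in dark and 8 h, and 1171 in dark and 24 h with no call at 8 h. Sites with no call in the dark were fewer: 1245 were called at 8 h and not at 24 h, 641 at 24 h and not at 8 h, and 583 at both times. Another 7818 sites had a call in only 1 list of at least 1 of these groups. These counts use the calls as deposited, where fewer tags were needed in the dark than in light. They are not given at a common relative height.

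The hormone comparisons asked which sites changed with ABA or IAA relative to 24 h of light. With ABA, 1121 sites were gained, 5957 lost and 10672 kept. Lost sites were 84.2% of the changed sites (83.3% to 85.0%) and 34.8% of the sites of the 24 h lists. At a common relative height, 1793 sites were gained and 3805 lost, a share of 68.0%, with a range of 58.9% to 68.0% over the 3 scales. With IAA, 4390 sites were gained, 1278 lost and 15137 kept. Lost sites were 22.5% of the changed sites (21.5% to 23.7%). Scaled to a common relative height, 2425 sites were gained and 1864 lost, a share of 43.5%, with a range of 31.2% to 43.5%. Without the second 24 h list, and so by a looser rule, 2080 sites were lost with IAA. The direction of both hormone comparisons was the same under each of the 3 scales. Cutting all lists to equal length made the number of gained and lost sites nearly even in each of the 5 comparisons, which that rule brings about by its construction.

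**Figure D3:**
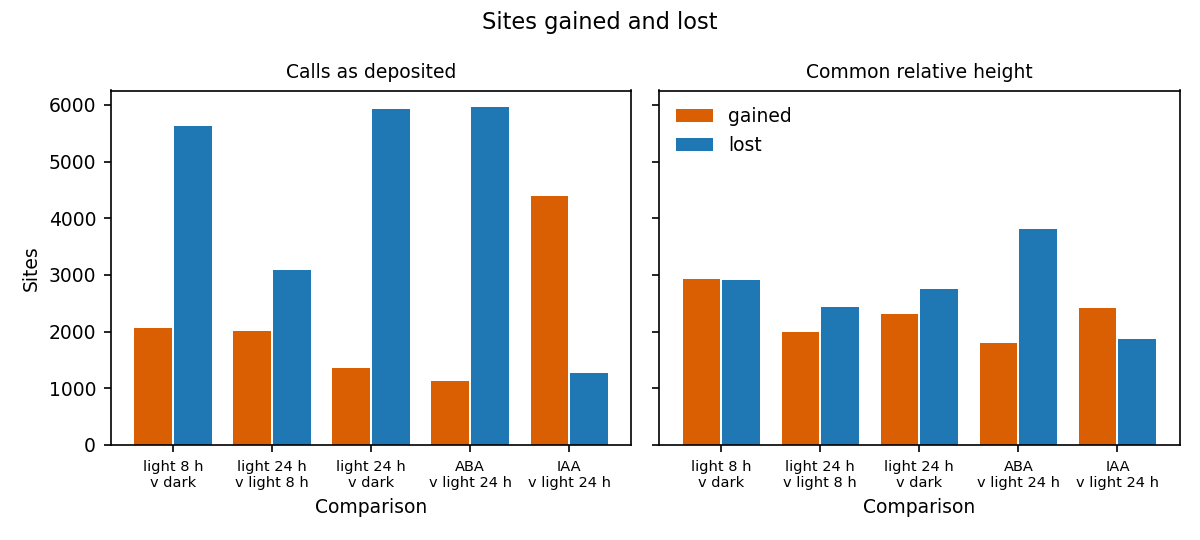
Bars give the number of sites gained (orange) and lost (blue) in the 5 comparisons, from the calls as deposited (left) and at a common relative height (right), with 1 sample per group and no error bars. Lost sites with ABA fell from 5957 to 3805 and gained sites with IAA from 4390 to 2425 at the common height, and the 8 h comparison became nearly even.

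Changed sites were weak peaks of their lists. The median within-list percentile of −log10 q was between 23.9 and 27.9 for gained sites and between 21.7 and 31.9 for lost sites, against 58.8 to 68.5 for kept sites. Of the 5957 sites lost with ABA, 220 were in the top 25% of the 24 h lists. Of the 1121 sites gained with ABA, 72 were in the top 25% of the ABA lists.

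The strongest changed sites were named by the rule fixed beforehand. The strongest site gained at both 8 h and 24 h lay on chromosome 11, from 12122337 to 12123511 (MSU7.0), with a pileup of 107 tags in each 8 h list and of 113 and 117 tags in the 24 h lists. A call there needed 11 tags in the dark lists. Next at 8 h was a site on chromosome 3, from 19244061 to 19244606, with 85 and 86 tags, and next at 24 h its neighbour from 19245351 to 19248198, with 99 and 102 tags. Both of these chromosome 3 sites were also the strongest sites lost with IAA, where a call needed 18 to 20 tags. Among lost sites, one on chromosome 2, from 12006635 to 12006806, had 39 tags in each dark list and was called in no list at 8 h or 24 h, where 13 to 14 tags were needed. One on chromosome 3, from 23547540 to 23547822, had 38 and 42 tags in the dark, was lost at 8 h and was called again at 24 h. One on chromosome 11, from 13201400 to 13201704, had 37 and 35 tags in the dark and was lost at 24 h. The lost site on chromosome 2 was also called in both IAA lists. The lost sites on chromosomes 3 and 11 were called in both lists of ABA and of IAA. The hormone seedlings had been in light too, so these losses were not shared by all seedlings in light. Between 8 h and 24 h, the strongest gained site lay on chromosome 3, from 30988821 to 30988981, with 36 and 37 tags, and the strongest lost site on chromosome 3, from 26960248 to 26961943, with 49 tags in each 8 h list. Second to these were a gained site on chromosome 1, from 10905289 to 10905410, with 39 and 41 tags, and a lost site on chromosome 3, from 12630406 to 12631323, with 35 and 38 tags. Both gained sites were also called in both lists of dark and of IAA. Both lost sites were called in both lists of 8 h and of no other group.

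With ABA, the strongest gained sites were on chromosome 2, from 27933060 to 27934315, with 80 and 75 tags, and on chromosome 10, from 8908080 to 8908424, with 92 and 89 tags. Calls at these sites needed 13 to 14 and 18 to 19 tags in the 24 h lists. Both were called in the ABA lists and in both lists of no other group. The strongest sites lost with ABA were on chromosome 12, from 8529613 to 8529740, with 58 and 60 tags at 24 h, and on chromosome 8, from 2029522 to 2029673, with 46 and 45 tags. The site on chromosome 12 lay 213 bp from a site with peaks wider than 3 kb. The strongest sites gained with IAA were on chromosome 5, from 16393536 to 16393835, with 43 tags in each list, and on chromosome 2, from 10354364 to 10354601, with 43 and 41 tags. Both were also called in the dark and 8 h lists, and the site on chromosome 5 was called in the ABA lists too. The genes at these sites were not analysed here.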

Values the study reported

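The study called a region changed by a hormone when its signal rose or fell more than 1.5 fold. It counted 8331 regions that opened with IAA and 1820 that closed. For ABA it counted 1318 regions that opened and 9827 that closed. Regions that changed over the light time course were sorted into 11 clusters.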

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

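The common relative height, the cover of at least 50% of the site and the presence in either list were chosen after the data had been seen; the other alternatives were planned.

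The 10 counts of gained and lost sites stayed within 1.5 times of their values in the report with a −log10 q of at least 5, with an overlap of at least 50% of the shorter of peak and site, with a cover of at least 50% of the site, with sites merged from 4 lists and with summits matched within 200 bp. The overlap rule for the shorter of peak and site changed no count, because each peak lies wholly inside its merged site.

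With presence limited to the top 50% of the list that has the peak, all 10 counts moved. The sites gained and lost were 253 and 1002 at 8 h against dark, 228 and 325 at 24 h against 8 h, 156 and 873 at 24 h against dark, 231 and 1208 with ABA, and 535 and 112 with IAA. Fewer peaks entering the count lowers it by construction, and the direction of each split stayed the same.

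With lists cut to equal length, lost sites were 2531 at 8 h and 1988 at 24 h against 8 h. Gained and lost sites were 2163 and 2133 at 24 h against dark and 2430 and 2505 with ABA, and gained sites were 1790 with IAA. The near balance follows from equal list lengths. The difference in covered length between the highest and lowest group was then 0.803 Mb, and the change per light step was -0.0801 Mb.

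At the common relative height, lost sites were 2905 at 8 h and 2747 at 24 h against dark, where gained sites were 2313. With ABA, 1793 sites were gained and 3805 lost, and with IAA 2425 were gained. The other 4 counts stayed within 1.5 times.

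With presence in either list, gained sites were 3378 at 24 h against 8 h, 2358 at 24 h against dark and 7017 with IAA, and lost sites with IAA were 2295. The looser rule raises counts by construction.

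With a −log10 q of at least 5, the difference between the groups with most and fewest peaks was 10899, while the 14 other results computed with that limit moved less than their limits. The difference in concordance within and between groups was 0.0943 with the share of peaks of the shorter list, a measure that already lay between 78.6% and 93.8% for lists of different groups.

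The replicate block, which kept pairings of a first with a second list, gave a concordance difference of 0.326, as without it. The numbers do not pair the lists across groups: the correlation of the deviations of same-numbered lists lay between -0.00427 and 0.0105 over 10 pairs of groups. No other paired analysis was possible because the other results come from no test.

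Leaving out each list in turn gave 2294 to 3075 gained sites at 24 h against 8 h, 1559 to 2156 gained sites at 24 h against dark and 1493 to 2080 lost sites with IAA. The highest of these 3 ranges came each time without the second 24 h list, the shortest of the light lists, with 18111 peaks. The other counts of sites changed by less than 1.5 times. Leaving out a list loosens the rule, because its group is then judged by the other list alone, and every count of sites rose. The difference in peaks between groups ranged from 11181.5 to 12333.5, the difference in covered length from 2.76 to 3.01 Mb, the change per light step from -3307.5 to -2490 peaks and from -0.745 to -0.513 Mb, and the concordance difference from 0.289 to 0.340. Because the lists of a group share tags, these ranges say little about other plants.

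The alternatives planned for promoter shares, gene sets and motifs, and the permutation of labels within replicate numbers, were not run, since those results were not analysed here or had no test. The absolute depth is unknown, which leaves open how many further sites lie under the calling threshold in each group.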

Other observations

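The tests of counting noise by redrawing, at the scale of the library size, of the chromosome pattern, of a single altered region and of a missing sequence were set out before their results were seen; the tests of library size, of the scaling, of shared reads and of the widest peaks, and of counting noise at strong sites, were chosen after.

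The closeness of the 2 lists of each group was weighed first. Independently sequenced libraries have no tags in common, and simulated lists of that kind gave a chi-square per site of 0.811. The highest value within a group was 0.0872, which argues against independent libraries. Pairs of different groups had a median of 0.705 and a lowest value of 0.571, so the simulated value is approximate. Lists built largely from the same reads need many identical summits, and the lowest share within a group was 39.1%, against at most 3.74% between groups. Reads pooled or otherwise shared between the lists before peak calling are a candidate explanation. Reads divided between the lists would leave no tags in common. Simulated lists of that kind had 2.297% identical summits, which argues against a division. Simulated lists with 90% of their tags in common gave a chi-square per site of 0.0915, and with 99% in common 0.00873, with the 0.0114 of the ABA lists between them. By identical summits the ABA lists, at 81.3%, lay between 95% and 99% in common, and the other lists between 80% and 90%, so the percentage in common is not settled. Which step of the processing joined the reads was not tested.

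The excess of lost over gained sites in light was weighed against 3 technical explanations. Fewer reads in the lists with fewer peaks would give a smaller library size, and the library size was 1.32 times that of the dark at 8 h and 1.34 times at 24 h. Counting noise at an unchanged density of tags would have lost 500.1 sites at 8 h, against 5635 observed. At 24 h it would have lost 452, against 5927 observed. It would have gained 1688 sites at 8 h, against 2065 observed, and 1650 at 24 h, above the 1357 observed. The gains are thus largely open to counting noise on this scale. Scaling pileups by shared sites instead joins the scaling below with counting noise. The redraw then lost 2185 sites at 8 h and 2355 at 24 h. It gained 394 and 314, itself an excess of losses. Part of the losses, and of their excess, is thus open to both together. The third explanation is the scaling of the background to all tags, while the pileups at shared sites stayed level. At a common relative height, lost sites were 49.8% of the changed sites at 8 h, and this share lay on either side of 50% depending on the scale. For 8 h, a change in accessibility and the scaling cannot be told apart, because no reads outside peaks are at hand to set the scale. At 24 h the share was 54.3% and stayed above 50% on each scale, so the scaling was not the whole cause there, although most of the excess went with it. What raised the library size in light while pileups at shared sites stayed level is open. The quality of the nuclei, tags from other sequences and an effect of light itself remain possible.

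The same explanations were weighed for the hormones. The ABA lists had 1.30 times the library size of the 24 h lists. Counting noise at the scale of the library size would have lost 377 sites, against 5957 observed, and would have gained 1752, above the 1121 observed. Scaled by shared sites, the redraw lost 3206 sites, over 50% of those observed, and gained 134. At a common relative height lost sites were still 58.9% to 68.0% of the changed sites over the 3 scales. These values argue against each of the 3 alone as the whole cause of the excess of losses with ABA, within the same limit on the scales. Scaling and counting noise together may account for much of it. With IAA the 24 h lists had 1.02 times the library size of the IAA lists. Counting noise would have gained 846 sites at the scale of the library size and 1760 at that of shared sites, against 4390 observed. It would have lost 886 and 374 sites, against 1278 observed. Lost sites were 43.5% of the changed sites at a common relative height, and below 50% on each scale. A lower accessibility with ABA and a higher one with IAA remain hypotheses, and they were found and tested on the same single samples. Differences between single libraries in the yield of open chromatin, and the spray itself, were not tested and may give the same picture.

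The rise of the library size in light and with ABA, without a like rise in the heights of shared sites, was set against the tags of the widest peaks. The pileup at the 21 sites that held peaks over 3 kb was 1.03 times as high with ABA as in the dark, while the library size was 1.73 times as high. These pileups lay near an upper limit, since the highest pileup of any peak was between 168 and 180 tags in every list, so their ratio decides nothing. The length in peaks over 3 kb was 102 to 109 kb in the dark lists, 138 to 140 kb at 8 h, 131 to 133 kb at 24 h, 131 kb with ABA and 84.8 to 102 kb with IAA. The widest peak was 13331 bp in the dark, 21301 bp at 8 h, 21297 bp at 24 h, 21286 bp with ABA and 12914 bp with IAA. The length was longer in light and with ABA than in the dark, which goes with more tags of these sequences. It was shorter with IAA, whose library size was like that of 24 h, which goes against that explanation. So does ABA against 24 h, where the library size was 1.30 times as high and the length no longer. More tags of these sequences in light and with ABA may be part of the rise and stay open. No biological explanation was tested.

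Peaks over 3 kb, from 17 to 22 in a list, fell in 21 sites on chromosomes 1, 4, 9 and 12. All 21 sites had a peak of some width in all 10 lists, and 15 had a peak over 3 kb in all 10. The widest merged site, on chromosome 12 from 20497827 to 20519130, was 21304 bp wide. The local control level at these peaks had a median of 44 background units, 7.33 times the floor. Extra copies of these sequences are an open explanation. The median fold over the local control was 5.24, but a called peak always exceeds its local control, so this value does not decide whether the control carried the copies to the same extent. The test had first been set on the control level and was replaced by the fold after the value was seen. Copies that are more abundant in the seedling libraries than in the control, such as organelle DNA resembling these regions, were not tested, since no genome sequence was used here.

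Some of the sites called in both ABA lists and in no other list were strong. Of 197 such sites, 22 (11.2%) were in the top 10% of the ABA lists, a share similar to the 10.5% of all 12220 sites called in both ABA lists. Among sites called in both lists of a single group, 0 of 2319 in the dark, 1 of 752 at 8 h, 0 of 287 at 24 h and 0 of 1252 with IAA were in the top 10%. Whether these shares differ beyond the length of the lists was not tested. The 22 sites had pileups of 37 to 92 tags. Of all 1284 sites in the top 10% of the ABA lists, 27 were called in neither 24 h list. Redrawing the pileups of these 1284 sites missed 0.2 sites on average at the scale of the library size and 0 at that of shared sites, which argues against counting noise. The 22 sites lay in 16 neighbourhoods more than 1 Mb apart on 10 chromosomes, which argues against a single altered region of the genome. Local opening of chromatin with ABA at these sites may be the reason, as a hypothesis. A GC bias of the ABA libraries was not tested.

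A small set of strong sites separated light and ABA from dark and IAA. Of 34 sites called in both lists of 8 h, 24 h and ABA and in no list of dark or IAA, 5 were in the top 10%, on chromosomes 2, 3 and 11. These 5 sites lay in only 3 neighbourhoods more than 1 Mb apart. They included the pair on chromosome 3, with pileups of up to 166 tags. Of all 1857 sites in the top 10% of the 24 h lists, 7 were called in neither dark list and 6 in neither IAA list. A redraw of the 1857 sites missed at most 0.01 sites on average in the dark and 0 with IAA, which argues against counting noise. Sequence missing from the dark and IAA seedlings stays open. The nearest site of the dark lists lay at a median distance of 0.551 kb. That limits a missing stretch toward this site and not in the other direction, and the distance was not taken for the IAA lists. The peak lists hold no reads at these sites to decide it. An opening in light that IAA reversed is the other open explanation, and it was not tested.

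The share of dark sites lost at 8 h differed between chromosomes, from 20.7% on chromosome 3 (19.2% to 22.2%) to 34.3% on chromosome 11 (31.4% to 37.3%). At 24 h the order was the same: 23.3% of the dark sites were lost on chromosome 3 and 31.6% on chromosome 11. With ABA the order differed: 37.7% of the 24 h sites were lost on chromosome 3 and 28.2% on chromosome 11. Chromosomes 3 and 11 were picked as the extremes at 8 h. Among sites of equal rank in the dark lists the difference at 8 h was 17.3 percentage points, so weaker sites on chromosome 11 were not the cause. At a common relative height it was 11.8 percentage points, which argues against the scaling as the whole cause. A dependence on base composition or on repeats, or a response to light that differs by region, may lie behind it; neither was tested.

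With IAA, 4390 sites were gained here. That is lower than the number of induced regions quoted from the study above. With ABA, 5957 sites were lost here. That is lower than the number of repressed regions quoted from the study above. The calls of the study used read counts and a fold limit, and the sites here rest on presence or absence of a peak in lists whose totals differ, except for IAA, from those of the study.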
